A study of Mus musculus with 2 samples.

How the data were processed

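RNA sequencing measured the transcripts of NE-4C cells, a mouse neural stem cell line, in 2 libraries. Per the labels, 1 library came from cells infected with lentivirus carrying the empty pLKO.1 vector and the other from cells infected with lentivirus expressing a short hairpin RNA against Setdb1. Both cultures were grown for 5 days in medium with serum before collection. Per the labels' protocols, cells were detached with trypsin, total RNA was extracted with TRIzol and libraries were built with the NEBNext Ultra RNA kit. The labels do not name the selection of RNA, the read length, the aligner, the counting tool, its use of strand, the genome build or the annotation.

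The authors deposited 1 table of FPKM values (fragments per kilobase of gene and per 1000000 fragments) for 55641 genes, with a gene identifier, symbol, coordinates, strand, length in bases and biotype for each, per the file headers. The coordinates are printed as the table gives them. The table does not name its build. Of 52083 identifiers shared with the GENCODE M21 annotation of GRCm38, 1494 had the same start and end, so the coordinates are not those of that build.

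FPKM multiplied by the gene length was a whole multiple of 1 step per library for 100% of nonzero values, so the number of reads (or read pairs, the table does not say which) behind each value was recovered. The recovered totals were 15371682 for the control and 15391398 for the knockdown. The steps imply denominators of 15567003 and 15198280, which are 1.01 and 0.987 times those totals. The authors' scaling was therefore not division by the total of these reads. The 2 ratios are reciprocals of each other within rounding, as factors set jointly for both libraries would be. The method that gave them is not stated. Values were used as deposited. With 3 reads taken as the floor, a gene of 1 kilobase needs an FPKM of 0.193 in the control and 0.197 in the knockdown to exceed it.

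The scale of comparison is the knockdown minus the control on log2(FPKM + 1). This scale understates the change of genes with low values. Genes with a mean FPKM of at least 1 over both libraries were compared, which left 13101 genes, 11126 of them protein-coding. A gene was counted as changed at a difference of at least 1 on the log2 scale, which is 2-fold. Folds of single genes are ratios of FPKM with exact 95% binomial intervals from the recovered reads. A fold against a library with 3 reads or fewer was computed against 3 reads and is given as a lower bound. Reads amplified by PCR without molecular identifiers are not independent molecules, so intervals and floors cover counting error alone.

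There are no replicates, and no p-value between the conditions can be given. For 15 gene lists the median difference over members with a mean FPKM of at least 1 was placed among the medians of 10000 random lists of the same size, drawn from expressed protein-coding genes and matched on mean expression in 20 bins. A percentile under 2.5 or over 97.5 is outside the central range of those random lists. Lists with fewer than 5 such members got values without a percentile. The percentile describes these 2 libraries. Fisher's exact test with Benjamini-Hochberg adjustment on the recovered reads was run per gene as an alternative, and it compares those libraries, not the conditions.

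The 15 lists, the thresholds, the alternatives named next and the rule for naming genes were chosen before the data were examined. By that rule the text can name Setdb1, the 10 protein-coding genes that rose most and the 10 that fell most, and in each list the 2 members that rose most and the 2 that fell most. Other genes are said to have been chosen after their values were seen. The alternatives were a pseudocount of 0.1, no filter on low values, a filter at a mean FPKM of 5 and rescaling to TPM. Others were centring on the median difference, a 4-fold threshold, protein-coding genes alone and Fisher's test. Random lists were also matched on gene length, in 10 expression and 5 length bins. Rescaling to TPM makes each library sum to 1000000 and removes the authors' scaling factors. FPKM summed to 278607 in the control and 309818 in the knockdown, so TPM values are larger than FPKM. The 1 added before log2 then weighs less, so TPM also widens differences of low genes. Chosen after seeing the data were 6 further gene lists, a correction for GC content that subtracts the median difference of each of 20 GC bins, random lists matched also on GC content, and ratios of FPKM with reads at or under 3 set to 3. GC content was taken from the longest GENCODE M21 transcript of each gene, found by Ensembl identifier for 99.9% of the 11126 expressed protein-coding genes.

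The scripts were tested on simulated data. Reads were recovered for 100% of 55641 simulated genes, but these values were made from whole reads, so this outcome was certain. Of 200 changed genes, 94.5% passed the 2-fold line with the right sign, and 0.018% of 10936 unchanged expressed genes passed it. All simulated changes lay beyond that line and the noise was counting error alone. These shares do not describe genes near the line or variation between cultures. Of 200 random lists, 2.5% fell outside the central 95% of matched lists. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

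Since the counting is not stated, values of genes that overlap other genes, lie antisense to them or have near-identical copies are uncertain. This concerns the clustered protocadherins, which share exons, the ribosomal protein genes and Gapdh, which have many processed copies, and the mitochondrial genes.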

Results

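The data comprise 2 RNA sequencing libraries from NE-4C cells, a neural stem cell line derived from the mouse embryo. Cells infected with a lentivirus carrying an empty vector served as the control and were compared with cells in which Setdb1 was knocked down by a short hairpin RNA. Setdb1 encodes an enzyme that methylates lysine 9 of histone H3. Each group holds 1 library, so the differences given here have no replicate check. According to the study's description, the knockdown cells had the appearance of neuronal differentiation, and the comparison asks how their transcripts differed from those of the control cells.

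The 2 libraries had nearly equal depth, with 15371682 recovered reads in the control and 15391398 in the knockdown. Of the 55641 genes listed, 22792 had at least 1 read in the control and 22321 in the knockdown. Protein-coding genes took 95.8% and 94.6% of the reads and mitochondrial genes 1.31% and 1.86%. The 10 genes with the most reads held 4.74% of reads in the control and 7.25% in the knockdown. The ribosomal RNA gene Rn18s, singled out after its values were seen, rose from 72291 reads, or 0.470% of the library, to 323195 reads, or 2.10%.

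The targeted gene was examined first. Setdb1 (ENSMUSG00000015697) lies on the minus strand of chromosome 3, from 95230836 to 95264513 in the coordinates of the deposited table, whose build is not named, and is annotated as protein-coding. It stood at 32.3 FPKM (3447 reads) in the control and 6.82 FPKM (710 reads) in the knockdown. The knockdown value was 21.1% of the control value (exact 95% interval from 19.4% to 22.9%, counting error alone), a difference of -2.09 on the log2(FPKM + 1) scale. The alternative that moved it most was rescaling to TPM, which gave -2.35 and also lessens the weight of the added 1. Among the 13101 genes with a mean FPKM of at least 1, Setdb1 had the 235th largest fall, and 1.79% of genes fell further.

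Across those 13101 genes the libraries had a Pearson correlation of 0.811 on the log2(FPKM + 1) scale and a Spearman correlation of 0.791. These are correlations across genes, which are not independent replicates. In the knockdown, 1787 genes were at least 2-fold higher and 1622 at least 2-fold lower, together 3409 of the genes compared. A threshold of 4-fold moved these counts most and left 376 genes higher and 272 lower. Genes that rose made up 52.4% of the changed genes. Rescaling to TPM shifted the median difference of all genes from -0.02 to -0.17. After it, 1811 genes were higher and 2479 lower, and the share that rose was 42.2%. These counts also reflect the smaller weight of the added 1 in TPM, not the change of scaling alone. By Fisher's exact test on the reads, 10512 of the 13101 genes differed between the libraries at an adjusted p-value under 0.05, and 3309 of these also differed at least 2-fold. This test compares those libraries, not the conditions. The scatter of the 2 libraries shows the genes on both sides of the 2-fold lines.

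**Figure D1:**
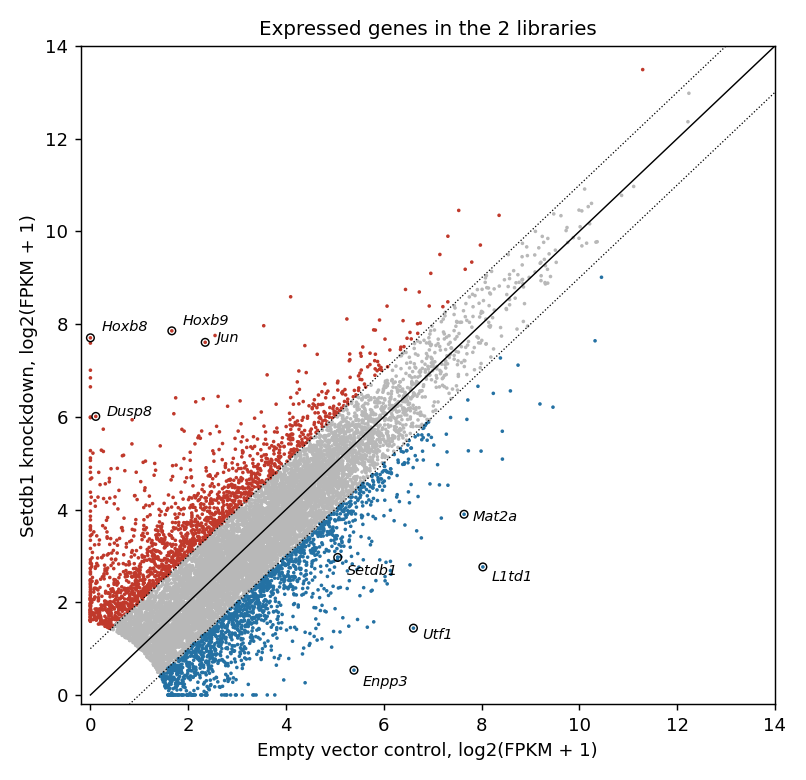
Each point is 1 of the 13101 genes with a mean FPKM of at least 1, with log2(FPKM + 1) in the empty vector control on the x axis and in the Setdb1 knockdown on the y axis. Red points are the 1787 genes at least 2-fold higher and blue points the 1622 at least 2-fold lower on this scale, the solid line marks equal values, the dotted lines mark 2-fold, and Setdb1 sits below the lower dotted line.

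The 10 protein-coding genes with the largest rise included 8 Hox genes, which encode homeodomain transcription factors. Hoxb8 (chromosome 11, 96172731 to 96176141) went from 0 to 8309 reads (207 FPKM) and Hoxb5 (chromosome 11, 96194162 to 96196947) from 0 to 8116 reads (192 FPKM). Set against the floor of 3 reads, Hoxb8 was at least 2837-fold higher and Hoxb5 at least 2771-fold higher. Hoxa5, Hoxb4, Hoxa4 and Hoxb6 also had 0 reads in the control, and had 3636, 4430, 2403 and 1857 reads in the knockdown. Hoxb9 (chromosome 11, 96162283 to 96167421) rose from 87 to 9015 reads, which is 106-fold (95% interval from 85.9 to 133). Hoxc4 rose from 8 to 2037 reads. The remaining members of this group were Dusp8 (chromosome 7, 141633227 to 141649580), from 6 to 4691 reads, and Jun (chromosome 4, 94937271 to 94940459), from 203 to 9397 reads or 47.4-fold (95% interval from 41.3 to 54.8).

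Among the 10 protein-coding genes with the largest fall, L1td1 (chromosome 4, 98614971 to 98626717) dropped from 260 to 5.78 FPKM, from 12833 to 279 reads, and was 44.9-fold lower (95% interval from 39.9 to 50.7). Utf1 (chromosome 7, 139523702 to 139525025) went from 1842 to 32 reads, and Enpp3 (chromosome 10, 24648304 to 24718721) from 3834 to 41. Cyp2b23 had 1857 and 66 reads, Slc35d3 818 and 8, Prtg 6146 and 291, Zscan10 1687 and 78, and 1700019D03Rik 2252 and 103. Mat2a (chromosome 6, 72409782 to 72416541) fell from 199 to 13.9 FPKM, with 13879 and 948 reads, and was 14.3-fold lower (95% interval from 13.4 to 15.3). Gm6020 is listed with a length of 66 bases and rests on 13 reads in the control and 0 in the knockdown, so that its fall of at least 4.23-fold has the least depth of this group.

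**Figure D2:**
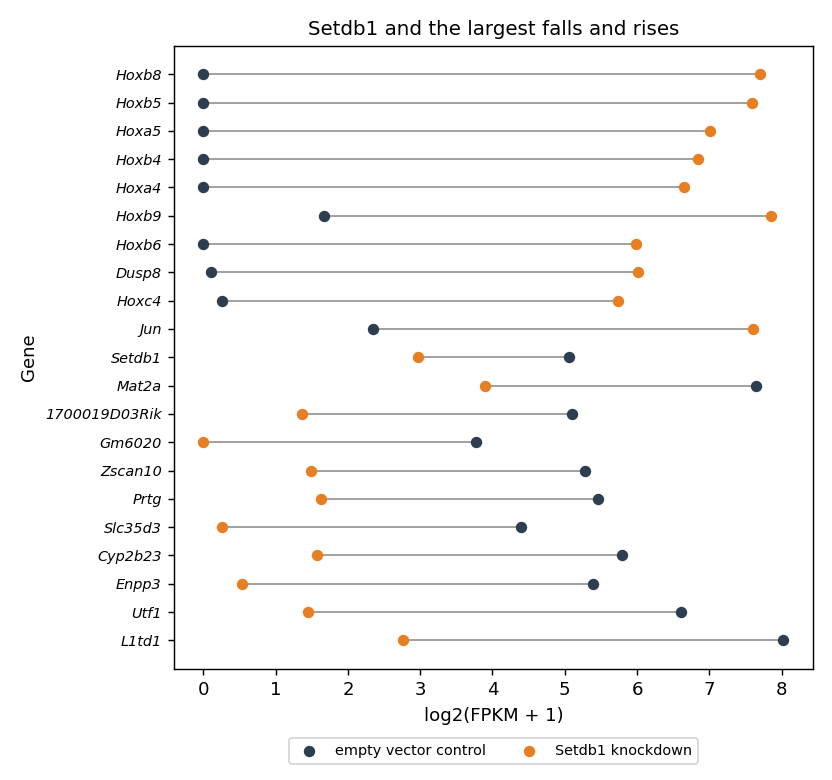
Values of log2(FPKM + 1) on the x axis for Setdb1, the 10 protein-coding genes with the largest rise and the 10 with the largest fall, 1 gene per line on the y axis, in the control (dark points) and the knockdown (orange points). There is 1 library per point, and Hoxb8, Hoxb5, Hoxa5, Hoxb4, Hoxa4 and Hoxb6 stand at 0 reads in the control.

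Lists of genes were compared to ask whether neural, silenced or general cell transcripts differed as sets. Of the 14 lists with a percentile, 6 had a median outside the central range of random lists. The 30 expressed members of the neuronal list had a median difference of 2.18, above all 10000 random lists, with 24 members at least 2-fold higher and 0 at least 2-fold lower. As plain log2 ratios of FPKM, a scale that widens differences of low genes, with the 3 members at or under 3 control reads set to their bound, the median was 2.86. The members that rose most were Scrt1, from 10 to 1478 reads, and Nhlh2, from 1 to 1504 reads. Syn1, with 369 and 314 reads, and Nefl, with 229 and 239, had the lowest differences, and the 95% intervals of both ratios included no change.

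The neural progenitor list, with 27 expressed members, had a median of 1.39, also above all 10000 random lists. Its members went both ways, with 16 at least 2-fold higher and 6 at least 2-fold lower. Vim (chromosome 2, 13578738 to 13587637) rose from 16.1 to 384 FPKM and Fabp7 from 4 to 339 reads. Lin28a (chromosome 4, 133730641 to 133746152) fell from 64.2 to 4.51 FPKM and Otx2 (chromosome 14, 48895134 to 48911276) from 69.9 to 5.08 FPKM. The glial list rested on 8 expressed members of 20 listed, with a median of 1.60 at percentile 99.99, or 2.28 as plain log2 ratios, a change that comes from the scale, since the 1 member at the floor has the largest difference of the list. Sparcl1 rose from 3 to 770 reads and Slc1a2 from 10 to 730, while Mog had 33 and 41 reads and Glul 1438 and 1625. The proliferation list showed no shift apart from random lists, with a median of 0.04 at percentile 49.7 in 30 genes, and this median was -0.11 after rescaling to TPM. Within it Rrm2 rose 2.10-fold and Pcna 1.65-fold, and Mcm6 and Bub1 fell to 59.4% and 59.6% of the control.

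Several lists name classes of genes on which Setdb1 or histone H3 lysine 9 methylation acts. All 12 expressed clustered protocadherin genes were higher in the knockdown, also after rescaling to TPM, 5 of them at least 2-fold, with a median of 0.93 at percentile 99.6. These genes share exons and their counting is not stated, so single values are uncertain. Pcdhb10 rose from 5 to 165 reads and Pcdhb11 from 36 to 339, while Pcdhb16 had 104 and 134 and Pcdhgb4 129 and 165. The 292 expressed Zfp genes had a median of -0.41, below all 10000 random lists, with 53 members at least 2-fold lower and 28 at least 2-fold higher. These zinc finger genes were grouped by symbol alone, so the list can mix types, and not every member need be a target of this methylation. Zfp503 rose from 11 to 2426 reads and Zfp516 from 189 to 3235, and Zfp987 fell from 247 to 6 and Zfp345 from 555 to 72. Of the 30 germline genes, 3 had a mean FPKM of at least 1, so no percentile was computed. Tdrkh had 8.88 and 8.92 FPKM, Sycp1 4.77 and 2.28, and Dmrt1 1.58 and 0.710. A further 18 members had 3 reads or fewer in both libraries, where a change was not detectable at this depth.

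The interferon list had 5 expressed members and a median of 0.41 at percentile 79.3. Without B2m, which is also in the housekeeping list, its median was -0.20. Stat2 rose 3.01-fold and B2m 2.09-fold, and Bst2 fell 2.09-fold and Ifit2 2.84-fold. The imprinted list had a median of -0.19 at percentile 20.4 in 17 genes, with Gnas 4.81-fold and Sgce 4.71-fold higher, and Grb10 15.3-fold and Peg3 4.18-fold lower. The list of histone H3 lysine 9 methylation machinery, from which Setdb1 itself was left out, had a median of -0.28 at percentile 6.94 in 23 genes. Ehmt2 rose 2.52-fold and Cbx3 1.69-fold, whereas Dnmt3b fell from 66.2 to 4.27 FPKM and Resf1 from 29.7 to 8.23 FPKM.

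The remaining lists describe stress and general functions. The p53 target list had a median of 0.31 at percentile 92.6 in 20 genes. Bbc3 rose from 103 to 1184 reads and Btg2 from 134 to 1164, and Perp fell from 230 to 54 and Zmat3 from 1615 to 581. Trp53, the gene of p53 itself, was singled out after its values were seen. It had 24 reads (0.381 FPKM) in the control and 6 (0.0976 FPKM) in the knockdown. Changes in this list therefore do not by themselves show a p53 response. The ribosomal protein list had a median of 0.29 at percentile 99.7 in 76 genes, and this was percentile 94.4 when random lists were matched on gene length as well, inside the central range. Rpl41 rose 5.14-fold and Rpl36a 2.91-fold, and Rps2 fell 1.86-fold and Rps27l 1.74-fold, values that are uncertain because these genes have copies elsewhere in the genome. The proteasome list had a median of 0.11 at percentile 64.8 in 39 genes and of -0.042 after rescaling to TPM. Psmc1 rose 2.92-fold and Psma5 2.81-fold, and Psme3 fell 4.23-fold and Psma4 2.43-fold. The housekeeping list had a median of 0.02 at percentile 42.4 in 33 genes and of -0.13 after rescaling to TPM. In it Tubb5 rose 3.98-fold and Gpi1 2.11-fold, and Polr2a and Tfrc fell 1.86-fold and 1.88-fold. The 13 mitochondrially encoded protein genes had a median of -0.13 at percentile 22.5, or -0.14 as plain log2 ratios with mt-Atp8 at its bound. On the log2(FPKM + 1) scale the median became 0.29 after a correction for GC content. Their members were uneven: mt-Co1 rose from 4835 to 8072 FPKM and mt-Atp8 from 0 to 8 reads, and mt-Nd6 fell from 490 to 247 FPKM and mt-Nd3 from 25 to 4 reads.

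**Figure D3:**
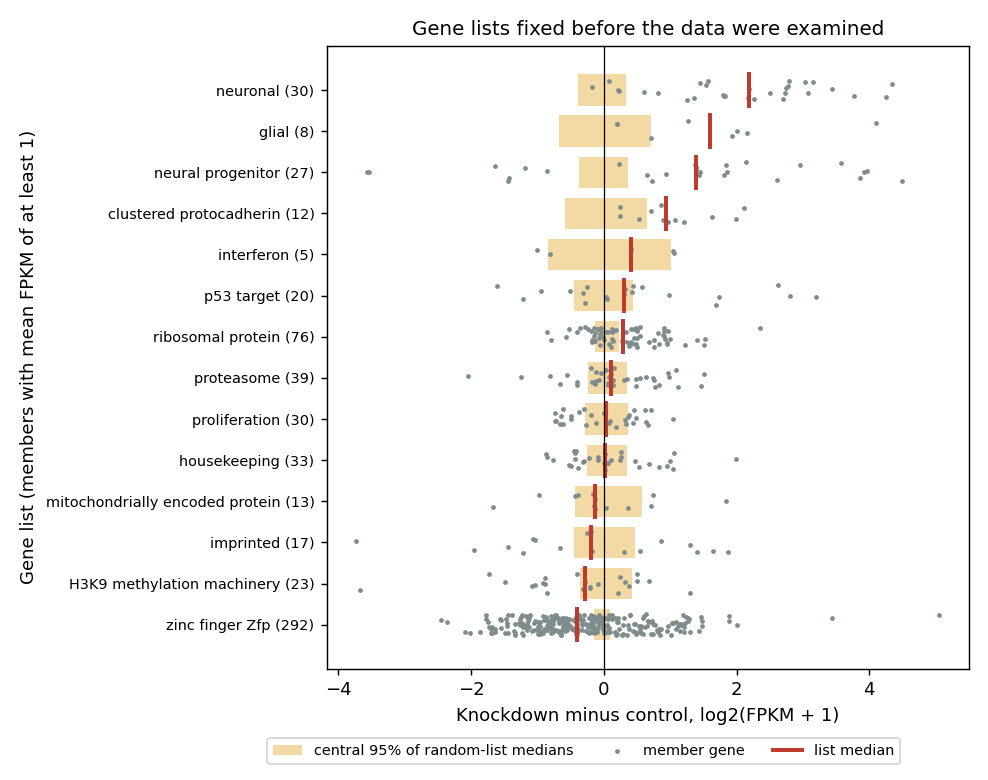
Difference between the knockdown and the control in log2(FPKM + 1) on the x axis for the expressed members of 14 gene lists on the y axis, with the number of members in parentheses. Grey points are genes, red bars are list medians and shaded bands are the central 95% of medians of 10000 random lists matched on mean expression; the neuronal median of 2.18 lies farthest to the right and the Zfp median of -0.41 farthest to the left, and under TPM the proteasome, housekeeping and proliferation medians turn negative.

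The differences were related to the GC content of the transcripts, a check added after the data were seen. Across 11116 expressed protein-coding genes the Spearman correlation between GC content and the difference was 0.248, and the Pearson correlation was 0.234, both across genes. In 10 groups of genes by GC content the median difference rose from -0.36 at a median GC content of 39.6% to 0.41 at 60.01%. With gene length the Spearman correlation was -0.04. After correction for GC content, 1692 genes were at least 2-fold higher and 1507 lower, of which 1505 and 1328 were among those called without it. The Zfp median moved from -0.41 to -0.17, at percentile 0.1, and the p53 target list moved to percentile 98.5, outside the central range. Matching the random lists on GC content instead left it at percentile 94.3, inside that range.

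**Figure D4:**
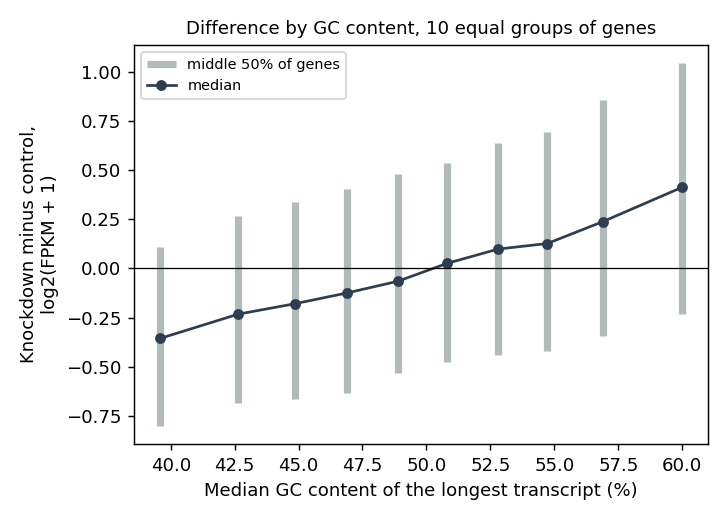
Median difference between the knockdown and the control in log2(FPKM + 1) on the y axis (points) for 10 equal groups of expressed protein-coding genes ordered by the GC content of their longest transcript, in percent on the x axis. Bars span the middle 50% of genes in each group, and the medians climb from -0.36 in the lowest group to 0.41 in the highest.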

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

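Across 32 results recomputed under the alternatives, 217 values stayed within their error or on their side of the threshold, 26 moved, 2 list percentiles came inside the central range of random lists, 1 left it and 0 crossed to the opposite side. A value was judged to have moved when it left the exact read interval re-expressed on the log2(FPKM + 1) scale (Setdb1), the 95% range of 2000 bootstrap draws over members or genes (list medians and the correlation) or 1.5 times the count. These ranges do not include variation between cultures. No paired analysis was possible because each group holds 1 library, and for the same reason no library could be left out. The germline list had fewer than 5 expressed members and gave no median to compare.

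With a pseudocount of 0.1, the Setdb1 difference was -2.23, the correlation 0.741, and the medians were 2.85 (neuronal), 2.18 (glial), 1.61 (clustered protocadherin) and -0.53 (Zfp). Setting reads at or under 3 to 3 and taking plain ratios gave -2.24 for Setdb1 and medians of 2.86, 2.28, 1.74 and -0.55 for the same lists. Both scales widen differences of low genes by construction, and for Setdb1 the plain ratio is the reported 21.1% of control itself, so these 2 Setdb1 values moved through the scale alone. With no filter on low values the correlation was 0.944. The medians were 0.13 for the glial list (percentile 97.2, now inside the central range), 0.37 for the clustered protocadherins (percentile 100) and -0.23 for Zfp. Members with a mean FPKM under 1 then enter the lists, and the scale understates their changes. Of the 57 protocadherins, 5 had 3 reads or fewer in both libraries. At a mean FPKM of at least 5, 1035 genes were higher and 911 lower among fewer genes, and the correlation was 0.718. At 4-fold the counts were 376 and 272.

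Rescaling to TPM also lessens the weight of the added 1. It gave -2.35 for Setdb1, 2479 genes lower, a Zfp median of -0.63 and a proteasome median of -0.042. The medians of the proteasome, housekeeping (-0.13) and proliferation (-0.11) lists changed sign under it, while the median of all genes shifted to -0.17. Other medians near 0 that changed sign were those of the proliferation list at a mean FPKM of at least 5, the imprinted list with no filter and the mitochondrial list (0.29) after the GC correction. The correction for GC content, chosen after the data were seen, gave -1.99 for Setdb1 and a Zfp median of -0.17, and brought the p53 target list to percentile 98.5, though random lists matched on GC content placed it at 94.3, inside the central range. Matching random lists on gene length placed the ribosomal protein list at percentile 94.4. The cause of these last changes was not tested. The neuronal, neural progenitor, clustered protocadherin and Zfp lists stayed outside the central range on the same side under every alternative run for them. Depth limits the lists of silent genes most: 18 of 30 germline and 16 of 32 interferon genes had 3 reads or fewer in both libraries.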

Other observations

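The tests of gene length, of the share taken by a few genes, of the neural shift and of the classes silenced through Setdb1 were set before the data were examined, except the tests on germline, interferon and protocadherin genes with few control reads. All other tests in this part, and the lists for pluripotency, naive embryonic stem cells, retinoic acid response, immediate early genes, heat shock and Hox genes, were chosen after the results that prompted them were seen. Genes named here outside the rule in the methods were chosen after their values were seen. With 1 library per group, an effect of the knockdown, of the culture, of infection or of the library preparation cannot be separated by any of these tests.

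Technical causes of the differences as a whole were examined first. Of 5 equal groups of expressed genes by length, the longest less the shortest had a median difference of -0.16, under the 0.5 set as the limit, which argues against gene length as the main cause. The share of FPKM held by the top 10 genes differed by 3.60 percentage points, under the limit of 10 points, which argues against a few genes taking most of the values. The trend with GC content is open. It was present in protein-coding genes and also in 498 long noncoding RNA genes (Spearman 0.206) and 762 processed pseudogenes (0.188), as a difference in library preparation or sequencing would give, but genes near each other share GC content and regulation, and with 1 library per group preparation and knockdown cannot be told apart.

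The GC trend is not the whole cause of the list differences. After the correction the medians were 2.15 (neuronal), 1.40 (neural progenitor), 4.74 (Hox) and -3.33 (pluripotency), each outside the range of all 10000 random lists. The Hox and pluripotency lists were chosen after the data were seen and include genes of the largest rises and falls. For these lists an extreme place among random lists is no independent support, and only the small effect of the correction counts. For the Zfp genes, whose median GC content is 44.2%, the correction left -0.17 of -0.41, at percentile 0.1, so removing the trend took away much of that fall and left a remainder outside the central range.

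The 39 Hox genes divided by position in their clusters. All 27 genes of paralogue groups 1 to 9 were higher in the knockdown, also after rescaling to TPM, from 244 reads in total to 47905. Of the 12 genes of groups 10 to 13, 6 were lower and 2 higher, from 853 reads to 139, and Hoxb13 held 771 and 119 of these. In groups 10 to 13, cluster A had 5 and 0 reads, cluster C 7 and 12 and cluster D 70 and 8. Part of the division therefore rests on few reads. The median over 22 expressed Hox genes was 4.78. Of these, 15 had 3 control reads or fewer. As plain log2 ratios of FPKM, a scale that widens differences of low genes, with those 15 set to their bound, the median was 8.20. That value is a lower limit whose size depends on the floor. A response to retinoic acid is a candidate explanation, since 13 expressed genes of a retinoic acid response list without Hox genes had a median of 2.35, above all 10000 random lists (2.76 as plain ratios). Rarb rose from 50 to 1045 reads, Cyp26a1 from 8 to 164 and Dhrs3 from 227 to 2426, while Rarg fell from 592 to 136 and Nrip1 from 1670 to 910. The test does not separate retinoic acid from another signal or from differentiation that raises the same genes, and no retinoid level was measured.

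The control library held transcripts associated with pluripotent cells. Pou5f1 stood at 703 FPKM, rank 18 among protein-coding genes, against 72.9 FPKM and rank 475 in the knockdown. The 21 expressed genes of a pluripotency list had a median of -3.25, with 19 at least 2-fold lower and 1, Klf4, at least 2-fold higher, from 40 to 260 reads. Of this list, 4 genes (Lin28a, Otx2, Sall4 and Sox2) are also in the neural progenitor list, whose median without them was 1.45, and Dnmt3b is also in the methylation machinery list. Nanog fell from 9.80 to 2.67 FPKM and Sox2 rose from 42.8 to 71.4. Naive embryonic stem cells in the control are argued against by a list of naive-state genes whose median control FPKM was 0.254, against 40.4 for the pluripotency list, with Zfp42 at 0 reads and Dppa5a at 1. Reads shared with pseudogenes are argued against by the 19 expressed members with no named pseudogene, whose median control FPKM was 43.3. An early, primed-like state of the control cells and cells of another type mixed into the culture remain open and were not tested.

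Whether both libraries came from the same line was also asked. Among chromosomes 1 to 19 and X, the median difference was at most 0.133 in size (chromosome 4, downward), where 1 extra copy of 2 would give 0.58 on the log2 scale. Chromosome Y had too few expressed genes for a median, and its genes Eif2s3y, Uty and Kdm5d differed by -0.39, -0.96 and 0.04. Both libraries held chromosome Y reads, 2246 and 1705, and few Xist reads, 25 and 2. Trp53 had 24 reads in the control and 6 in the knockdown. None of these values excludes unrelated male lines with balanced chromosomes. Sequence variants would be needed and were not analysed here, so unrelated lines and an effect of the knockdown cannot be told apart.

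The remaining Setdb1 transcript, 21.1% of control, might come from cells that escaped the knockdown. If such unchanged cells were its whole source, abundant genes would keep at least their share. Of 6275 protein-coding genes with at least 500 control reads, 151 fell further than Setdb1 and 47 fell under 10% of control, which argues against unchanged cells as the whole source. A smaller share of such cells stays open.

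Classes silenced through Setdb1 gave mixed results. The clustered protocadherins met the criterion set for release, at percentile 99.6, though these genes are also expressed in neurons, so a rise with neuronal transcripts is equally open. Of the 7 members of this family with at most 3 control reads, 2 exceeded 3 reads in the knockdown, or 28.6% (exact 95% interval from 3.67% to 71.0%). Of 10000 random lists with the same control reads, 47.2% had at least as many. These members gave no sign of release, but so few genes cannot exclude release of most of them. The Zfp genes, with a median of -0.41, went the other way as a set. They were grouped by symbol alone, and 28 were at least 2-fold higher and 53 at least 2-fold lower, so release of part of them stays open. The interferon list, at percentile 79.3 with 5 expressed members, and the imprinted list, at percentile 20.4 with members that went both ways, did not meet the criterion, and release of part of either class cannot be told apart from none by these percentiles. The germline list had 3 members with a mean FPKM of at least 1, too few for the test set for it. A test chosen later took genes with at most 3 control reads, 20 of them in the germline list. Of these, 2 exceeded 3 reads in the knockdown, or 10.0% (exact 95% interval from 1.23% to 31.7%), and random protein-coding genes with the same control reads gave 2.15 on average, which argues against release of most of the class at a level this depth detects. Of 22 such interferon genes, 6 exceeded 3 reads, 27.3% (from 10.7% to 50.2%). That is above the 9.79% of all 7949 protein-coding genes so selected, but the interferon genes had more control reads, and 24.4% of 10000 random lists with the same control reads had at least as many (4.34 on average), so release of part of this class stays open.

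A loss of progenitor transcripts alongside the gain of neuronal ones was the pattern set in advance for neuronal differentiation. The neuronal list rose, but the neural progenitor list rose too, by 1.39, so that simple exchange is argued against. The control having been at an earlier stage than the progenitor list describes is one hypothesis that may account for both rises, and it was found in these same data.

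The table lists 225 loci without an Ensembl identifier. They held 142786 reads in the control and 28824 in the knockdown. Over 138 expressed loci the median difference was -0.74. It lay below all 10000 random lists, but those hold protein-coding genes and do not compare like with like. Of the loci, 57 were at least 2-fold lower and 17 at least 2-fold higher. Release of repeats silenced through Setdb1 would raise repeats among them, but the table describes 16 of the 225 loci with protein domains of mobile elements and does not say whether the others are repeats. The 11 expressed loci with such domains had a median of -0.49, with 4 higher and 7 lower, so release of repeats stays open. Annotated repeats were not analysed here.

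Immediate early genes rose with Jun. The 14 expressed members of a list without Jun had a median of 1.69, above all 10000 random lists, with 11 at least 2-fold higher. Junb rose from 79 to 1043 reads and Ier5 from 59 to 1010, while Egr2 fell from 183 to 74. Stress of handling or infection could raise them. The heat shock list, with 17 expressed genes and a median of 0.14, was at percentile 68.6, with 9 members higher and 8 lower, which decides nothing. Hspa1b rose from 15 to 120 reads and Hspb1 from 434 to 859, while Bag3 fell from 585 to 304. Stress and the knockdown itself cannot be told apart with 1 library per group.

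Some genes with copies elsewhere in the genome were listed at low values. Gapdh had 8.80 and 6.86 FPKM, and mt-Co2 had 32.9 and 29.1 beside mt-Co1 at 4835 and 8072. Leaving out reads that match several places is a candidate explanation. Across 76 ribosomal protein genes the Spearman correlation between the number of named pseudogenes and the mean FPKM was -0.0947 (permutation p = 0.413 from 100000 permutations, two-sided; Pearson -0.12), so the relation it would need was not detected. Named pseudogenes count only part of the copies, which keeps the explanation open. Absolute levels of such genes are uncertain.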
